A study of Mus musculus with 6 samples. Its data were reported in "Sequential and directional insulation by conserved CTCF sites underlies the Hox timer in stembryos" (2023).

How the data were processed

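Single-cell RNA-seq had been made from mouse stembryos, which are aggregates of embryonic stem cells that elongate and form tissues of the trunk after a pulse of a Wnt agonist. Wild-type stembryos had been collected 96 h and 120 h after aggregation as whole structures, with 2 libraries at each time, and 1 further pool at 120 h had been dissected into an anterior and a posterior part, with 1 library each. These 6 libraries were assigned to their groups and replicate numbers from the sample titles. The labels do not say whether replicates were separate cultures, so a p-value here measures the spread between samples. Each library had been prepared on the 10x platform from pooled, dissociated stembryos. The study's methods state that stembryos without elongation at 120 h were discarded, while collection up to 96 h was not selective. Comparisons between times therefore include this selection.

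The deposited table held UMI counts per gene and cell. According to the submitters' processing notes, reads had been aligned to mm10 and counted with Cell Ranger 6.0, and cells had been filtered and annotated with Seurat 4.0.2. The study's methods add that a modified Ensembl annotation was used. They state that cells with few or very many UMIs for their library or with an extreme mitochondrial share were removed. The libraries were then merged and scaled with the mitochondrial share and cell cycle scores as covariates. A figure legend of the study reports that the pooled cells were clustered. In the deposited cell annotation, the authors gave the mitochondrial share of each cell as a percent, an S phase score and a G2/M phase score, the total count and the count of detected genes, the cell cycle phase, the batch, the 10x chemistry and a named cluster. The scores and phases were not used in any comparison. The table held 25595 genes and 26968 cells, every value was a whole number, and the total of each of the 26968 cells equalled the total in the annotation. Cells ranged from 0.302 to 2.48 times the mean UMI count of their library, and the highest mitochondrial share was 7.98%. No caller of doublets was run, since the methods state that doublets were removed by the upper UMI limit, and a stricter limit of 1.5 times the mean was tried instead. Number of deposited columns of per-sample values not used: 0. The scores and phases are values per cell and lie outside this count.

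The 96 h libraries held 4938 cells with 117580506 UMIs for replicate 1 and 2649 cells with 24303317 UMIs for replicate 2. The 120 h libraries held 4867 cells with 82421389 UMIs and 2683 cells with 26584334 UMIs. The anterior part held 3944 cells with 54160748 UMIs and the posterior part 7887 cells with 116545027 UMIs. Median UMIs per cell ranged from 8723 in replicate 2 at 96 h to 22811 in replicate 1 at 96 h. The annotation places replicate 1 of both times in batch 1 with V3 chemistry, replicate 2 of both times in batch 4 with V3.1 chemistry and both parts in batch 2 with V3 chemistry, so equal replicate numbers mark a shared batch and the samples are paired. The differences between replicates at 96 h correlated with those at 120 h, with r = 0.655 over 18114 genes in whole libraries, 0.576 over 15584 genes in NMP cells and 0.452 over 12021 genes in PSM cells. Blocked values are therefore printed where they change a call or move a count by over 1.5 times.

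Cells were grouped by the authors' 12 clusters into 7 classes: neuromesodermal progenitors (NMPs A, B and C), spinal cord (A and B), presomitic mesoderm or PSM (early and late), determination front, somite (A and B), endoderm, and pluripotent cells with primordial germ cells. The leading genes of each cluster were checked against fixed marker lists. Among its top 10 genes, NMPs B had 0 NMP markers and 1 pluripotency marker, and NMPs C had 0 NMP markers and 1 spinal cord marker, so levels in progenitors are also given per cluster. The other classes had no cluster with more markers of another class than of its own.

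UMI counts were summed over the cells of each library, or over the cells of a class in a library. Whole libraries and the NMP and PSM sums were compared between times with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr and no block, over the 4 whole libraries. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. Levels are CPM with TMM factors, given as mean ± SD, and log2 changes are given with their standard error. The difference between NMP and PSM cells in their change over time was tested as an interaction with the library as a block. Spinal cord was compared with NMP and somite with PSM at 120 h over 3 pools, in which the dissected parts were summed to 1 pool, with the pool as a block, and only Hox and Cdx genes are reported. Some of these mark the clusters compared: Hoxc10 and Hoxa10 are the top 2 genes of NMPs C, and Hoxc10 and Hoxa9 are among the top 10 of Spinal cord A, so the contrast of spinal cord may partly follow from the clustering. No Hox or Cdx gene was among the top 10 of a PSM or somite cluster. The authors identified variable genes but do not state which genes the clustering used, so Hox or Cdx genes may have been among them.

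Hox changes were related to paralog number by Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples, or exact tests for clusters of fewer than 10 genes. The 32 gene lists were tested with camera in limma 3.58.1 on voom values at a preset correlation of 0.01, with an estimated correlation and fry beside it. They cover anterior, central and posterior Hox genes, Cdx and the posterior growth zone, Wnt targets, FGF targets, the retinoic acid pathway, Notch and the segmentation clock, TGF-beta superfamily signalling, CTCF and cohesin, Polycomb, glycolysis, hypoxia, S phase, G2 and M phase, dissociation stress, mitochondrial transcripts, p53 and apoptosis, pluripotency and germ cells, primed epiblast, primitive streak, presomitic mesoderm, somite, neural tube, endoderm, endothelium, blood, heart mesoderm, intermediate and lateral mesoderm, neural crest, notochord, and trophoblast. Lists, designs, the alternatives and the rule for named genes were fixed before the data were examined.

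For co-detection, each cell was thinned to 8000 UMIs, which is the percentile 10 of all cells rounded down to a step of 500, and shallower cells were left out. They numbered 978 of 2649 in replicate 2 and 0 of 4938 in replicate 1 at 96 h, 804 of 2683 in replicate 2 and 186 of 4867 in replicate 1 at 120 h, 466 in the anterior and 236 in the posterior part. The Mantel-Haenszel odds ratio over clusters was taken per library, and 200 random genes of like detection served as controls. Shares of cells per class carry exact Clopper-Pearson intervals at 95%, and 0 cells was read as up to 3. The parts have 1 library each, so no test was made. They were compared by CPM without factors, counting genes with at least 4-fold difference and 50 CPM in the higher part, and list medians were placed among 10000 random lists of the same size drawn from 20 bins of expression. Intervals and floors cover counting error only.

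Named genes followed a fixed rule. It takes the Hoxd genes, Cdx1, Cdx2, Cdx4, T and Sox2 always, the 6 largest rises and falls in whole libraries and the 4 largest in NMP and PSM among genes past the threshold with at least 50 CPM and no overlap between times, and up to 4 members of each list by adjusted p. It takes the 4 largest interactions in each direction, the 8 largest ratios toward each part at 100 CPM or more, and up to 4 members per list in the parts. All Hox and Cdx genes may be named in the class contrasts. Some genes that meet the rule are not reported here. Genes outside this rule are said to be chosen after their values were seen. Positions come from GENCODE on mm10, in which 25063 of the 25595 symbols of the table were found.

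The tests were tested on simulated data made from the fitted means and spreads, with 200 genes changed. For whole libraries over 17369 genes, the share recovered was 28.4% at a log2 change of 1, 70.1% at 2 and 100% at 4, and 9.6% of the calls were unchanged genes. With the replicate block over 17507 genes, 77.6%, 95.5% and 100% were recovered and 10.8% of the calls were unchanged genes. For NMP sums over 15020 genes the shares were 31.3%, 70.1% and 97%, and for PSM sums over 11686 genes 32.8%, 85.1% and 98.5%. Unchanged genes made up 10.2% of the NMP calls and 11.7% of the PSM calls. With the replicate block they made up 13.7% and 9.3%. The interaction over 14384 genes recovered 62.7%, 94% and 100%. The contrasts of spinal cord over 14234 genes and of somite over 13701 genes each recovered 86.6% at a log2 change of 1.

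Alternatives were RLE factors, no factors, no low-count filter, DESeq2 1.42.0, the replicate block, leaving out each library, adding the dissected pool at 120 h, thinning to equal totals, the stricter UMI limit, and a minimum log2 change of 1. After the data had been seen, the block with DESeq2, a test of NMPs A at 96 h against NMPs C at 120 h, and paralog relations without sparse genes or without the 2 genes farthest from the median paralog number were added. So were the contrasts without genes that lead a cluster and the parts with only the classes that have 20 cells in both, at their own shares or at equal shares with a floor of 3 counts in a class without a UMI, and the random genes for Hoxd10. Intermediate steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.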

Results

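Transcripts of single cells were counted in wild-type mouse stembryos, which are aggregates of embryonic stem cells that form an elongating trunk. There were 2 libraries of whole stembryos at 96 h, 2 at 120 h, and 1 library each of the anterior and the posterior part of a dissected pool at 120 h. The libraries held 2649 to 7887 cells and 24303317 to 117580506 UMIs. Replicate 2 was the shallower library at both times, with 24303317 UMIs at 96 h and 26584334 at 120 h. Levels are given in CPM as mean ± SD with n = 2 libraries per time unless stated otherwise, and log2 changes are 120 h over 96 h ± SE.

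The first question was which genes changed in whole stembryos while the trunk elongated. Changes in whole libraries may come from the shares of cell classes, given below, as well as from changes within cells. The log2 change of Cdx2 was -1.29 in whole libraries, -0.44 in NMP and -0.55 in PSM cells. That of T was -2.21, -1.43 and -0.13, but that of Cdx1 was -3.48, -2.87 and -3.12. In edgeR 4 of 18 genes of the growth zone at the tail end fell and 9 of 17 genes of segmented mesoderm rose, and neither list was called with an estimated correlation (adjusted p = 0.585 and 0.636). Cdx1, a homeobox regulator of trunk identity, fell from 175 ± 72.5 to 15.6 ± 4.47 CPM, a log2 change of -3.48 ± 0.39 (edgeR adjusted p = 0.0398). T, the T-box factor of the primitive streak and tail bud, fell from 153 ± 31.3 to 32.9 ± 5.62 CPM (edgeR adjusted p = 0.0324). Uncx, a homeobox gene of the posterior part of each somite, rose from 0.392 ± 0.273 to 92.0 ± 38.7 CPM (edgeR adjusted p = 0.0213). Tcf15, a bHLH factor of somite epithelium, rose to 371 ± 115 CPM, a log2 change of 4.81 ± 0.40 (edgeR adjusted p = 0.0252).

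Other large rises were those of Cxcl12, a chemokine, with a log2 change of 5.81 ± 0.32, and of Pax3, a paired-box gene of dermomyotome and dorsal neural tube, with 4.73 ± 0.33. Meox1, a somite homeobox gene, rose by 4.47 ± 0.40, and Igfbp5, a binding protein of insulin-like growth factors, by 3.46 ± 0.32. The largest falls also took in Phlda2, an imprinted gene, with -4.33 ± 0.37, and Sp5, a transcription factor induced by Wnt, with -2.92 ± 0.25. Epcam, an epithelial adhesion molecule, changed by -2.78 ± 0.29, and Wnt5b, a Wnt ligand, by -2.29 ± 0.14. Their edgeR adjusted p-values ran from 0.0211 for Cxcl12 to 0.0361 for Epcam.

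In all, 153 of 18114 genes passed the edgeR test, 105 higher and 48 lower at 120 h. With the replicate block 3088 passed, 1611 higher and 1477 lower, among them all 153. The block leaves 1 residual degree of freedom, against 2 without it, here and in the NMP and PSM fits. Blocked p-values therefore rest largely on the spread shared over genes. Without normalization factors 97 genes were higher and 25 lower. The count was 399 without replicate 1 at 96 h, 376 without replicate 2 at 96 h and 100 without replicate 1 at 120 h, where the lone sample of a time is assumed to vary like the others. T was no longer called without replicate 2 at 120 h (edgeR adjusted p = 0.0532).

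Among the fixed lists, 9 of 17 somite genes rose, 14 with the block and 13 when adjusted over the list alone, and the list as a whole was higher (camera adjusted p = 5.43e-14, and adjusted p = 0.636 with an estimated correlation). Of 18 Cdx and growth zone genes 4 fell, and 13 fell and 1 rose both with the block and when adjusted over the list alone, including Evx1, an even-skipped homeobox gene of the tail bud, with -2.27 ± 0.15 (camera adjusted p = 1.69e-10, and adjusted p = 0.585 with an estimated correlation). Of 15 Wnt targets 3 fell, 11 with the block and 10 when adjusted over the list alone (camera adjusted p = 1.69e-10, and adjusted p = 0.636 with an estimated correlation). Axin2, a feedback inhibitor of Wnt signalling, fell from 92.3 ± 14.5 to 38.5 ± 0.291 CPM, but was not called without replicate 1 or without replicate 2 at 120 h (edgeR adjusted p = 0.111 and 0.144). Of 14 FGF targets 3 fell, 10 fell and 1 rose with the block, and 7 fell and 1 rose when adjusted over the list alone, the falls taking in Etv4, an ETS factor downstream of FGF, with -1.78 ± 0.14, and the ligands Fgf4 with -3.65 ± 0.36 and Fgf15 with -2.84 ± 0.28 (camera adjusted p = 4.35e-08, and adjusted p = 0.640 with an estimated correlation).

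Markers of other tissues moved in both directions. Of 21 neural tube genes 2 rose and 1 fell, 14 rose and 1 fell with the block, and 9 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.000475, and adjusted p = 0.684 with an estimated correlation). The 3 genes were Pax3, Ncam1, a neural adhesion molecule, which rose to 272 ± 34.1 CPM, and Msx1, a homeobox gene of the dorsal neural tube that is also active in mesoderm, with -1.95 ± 0.18. Ncam1 was not called when any 1 library was left out, with edgeR adjusted p = 0.0799 and 0.0749 without replicate 1 and replicate 2 at 96 h and 0.0503 and 0.118 without those at 120 h. Of 14 presomitic mesoderm genes 1 fell, with the block 9 fell and 2 rose, and 8 fell and 1 rose when adjusted over the list alone (camera adjusted p = 0.000378, and adjusted p = 0.684 with an estimated correlation), namely Hes7, a clock repressor, from 264 ± 28.0 to 64.1 ± 8.87 CPM. Of 11 primitive streak genes 2 fell, 8 with the block and 5 when adjusted over the list alone (camera adjusted p = 2.56e-05, and adjusted p = 0.636 with an estimated correlation), and of 15 endoderm genes 1 fell, Epcam, with 9 falling and 2 rising with the block and 5 and 2 when adjusted over the list alone (camera adjusted p = 0.00411, and adjusted p = 0.684 with an estimated correlation). The endoderm list was not called without replicate 1 at 120 h (camera adjusted p = 0.400). None of the 15 CTCF and cohesin genes passed edgeR, and 1 did with the block, Rad21, a cohesin subunit, with 0.31 ± 0.08 and an edgeR adjusted p of 0.0373, while none passed when adjusted over the list alone (list camera adjusted p = 0.696).

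The study asks how Hox genes are switched on in the order of their place in the cluster, so levels along HoxD were compared next. HoxD lies on chromosome 2 of mm10, and the 8 genes measured span 74668310 to 74765142, with Hoxd13 at the start and Hoxd1 at the end of that interval. Hoxd1 was at 8.48 ± 0.679 CPM at 96 h and 8.58 ± 1.80 at 120 h, and Hoxd4 at 65.1 ± 28.7 and 69.1 ± 6.98. Hoxd8 was at 9.49 ± 7.91 and 30.6 ± 9.37 CPM, Hoxd9 at 16.6 ± 17.2 and 52.2 ± 17.1, and Hoxd10 at 0.033 ± 0.046 and 4.30 ± 3.21. In UMIs, Hoxd10 had 7 and 0 at 96 h against 531 and 58 at 120 h, and Hoxd11 had 6 and 0 against 161 and 7. Hoxd13, at the far end of the cluster, had 14 and 4 UMIs at 96 h and 20 and 5 at 120 h.

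Of these genes none passed the edgeR test without a block. With the replicate block, Hoxd8 (log2 change 1.81 ± 0.26, edgeR adjusted p = 0.00360), Hoxd9 (1.95 ± 0.38, edgeR adjusted p = 0.0127), Hoxd10 (6.73 ± 0.41, edgeR adjusted p = 8.65e-05) and Hoxd11 (5.15 ± 0.56, edgeR adjusted p = 0.00116) passed. Hoxd1, Hoxd3, Hoxd4 and Hoxd13 did not. Hoxd9 differed between the 96 h libraries, with 28.7 CPM in replicate 1 and 4.42 in replicate 2. It passed without a block when replicate 1 at 96 h was left out (3.56, edgeR adjusted p = 0.0143), as did Hoxd8 (2.97, edgeR adjusted p = 0.0191). Hoxd10 passed without replicate 2 at 96 h or at 120 h (edgeR adjusted p = 0.0405 and 0.0302). The transcripts annotated for Hoxd3 and Hoxd4 overlap on the same strand, so the division of counts between them is uncertain. Cdx2, which acts with Cdx1 in trunk extension, was at 286 ± 10.2 and 117 ± 20.2 CPM, with an edgeR adjusted p of 0.0572 and of 0.000451 with the block, and Cdx4 at 66.9 ± 20.7 and 59.9 ± 4.44. Sox2, a factor of neural and progenitor cells, was at 79.5 ± 41.6 and 117 ± 45.1 CPM, and passed with the block (edgeR adjusted p = 0.00582).

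**Figure D1:**
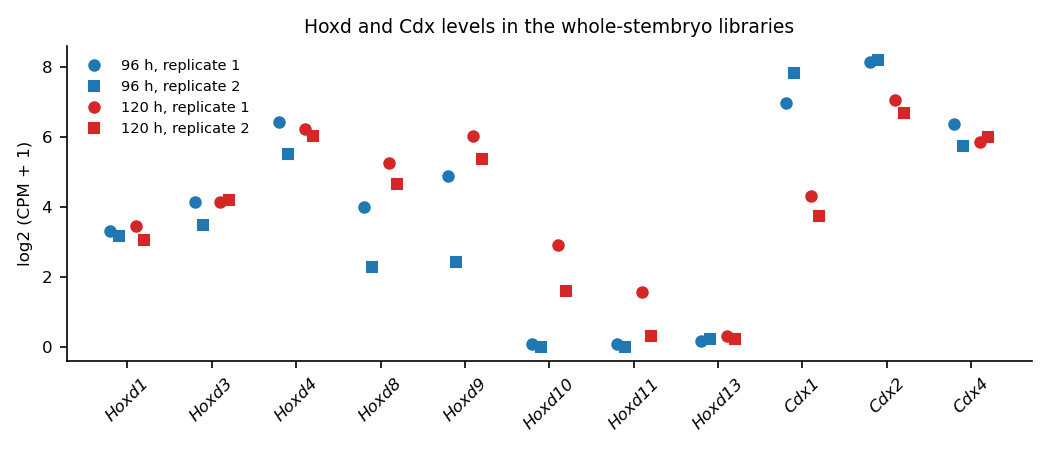
Levels of Hoxd and Cdx genes in the 4 whole-stembryo libraries, as log2 of CPM plus 1, with time shown by colour and replicate by shape. Hoxd9 lies apart between the 96 h replicates, and Cdx1 is lower in both 120 h libraries than in both 96 h libraries.

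The change of Hox genes was then set against their paralog number, which marks the place of a gene along its cluster. Hoxa10 rose from 0.467 ± 0.379 to 18.8 ± 6.02 CPM (log2 change 5.10 ± 0.56, edgeR adjusted p = 0.0397), and Hoxc10 was at 0.758 ± 0.847 and 70.9 ± 35.2 CPM (edgeR adjusted p = 0.0555, and 1.29e-05 with the block). It passed edgeR without the block when any 1 library was left out, at adjusted p = 0.0101 and 0.00842 without replicate 1 and replicate 2 at 96 h and 0.0365 and 0.0267 without those at 120 h. Of 6 posterior Hox genes 1 rose, 5 with the block and 5 when adjusted over the list alone (camera adjusted p = 0.000362, and adjusted p = 0.684 with an estimated correlation). Of 15 central genes none passed, with the block 9 rose and 2 fell, and 3 rose and 2 fell when adjusted over the list alone (camera adjusted p = 0.0890, and 0.0229 with the block, where only the preset correlation was run). The list was also called without replicate 1 at 96 h (camera adjusted p = 0.000454), without replicate 2 at 96 h (0.013) and without replicate 2 at 120 h (0.008). Hoxb8, a central gene, had a log2 change of -0.91 ± 0.14 (edgeR adjusted p = 0.0744, and 0.000515 with the block). Of 12 anterior genes none passed, 1 fell when adjusted over the list alone and 2 fell with the block, among them Hoxb1, with 151 ± 3.91 and 79.1 ± 6.94 CPM (list camera adjusted p = 0.519).

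Over the 33 Hox genes tested, the log2 change correlated with paralog number, with r = 0.628 (permutation p = 4e-05, adjusted p = 0.0001) and rho = 0.611 (permutation p = 0.0002, adjusted p = 0.00081). Median log2 changes were -0.02 for paralogs 1 to 4, 0.77 for paralogs 5 to 9 and 5.67 for paralogs 10 to 13. This relation is across genes, which are not independent replicates, and 15 relations were computed in the family. With all 37 Hox genes that had any count, r was 0.339 (permutation p = 0.0391, adjusted p = 0.0489) and rho was 0.278 and no longer passed (permutation p = 0.0970, adjusted p = 0.112). Leaving out 1 library gave r from 0.448, without replicate 2 at 120 h, to 0.728. With changes within a class, r was 0.695 over 32 genes in NMP cells and 0.678 over 28 genes in PSM cells. Each had a permutation p of 1e-05 (adjusted p = 3.75e-05). The NMP value compares different clusters. The relation passed in 1 cluster alone: r was 0.836 for HoxA (permutation p = 0.00028), 0.182 for HoxB (exact p = 0.642), 0.690 for HoxC (exact p = 0.0750) and 0.556 for HoxD (exact p = 0.141).

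**Figure D2:**
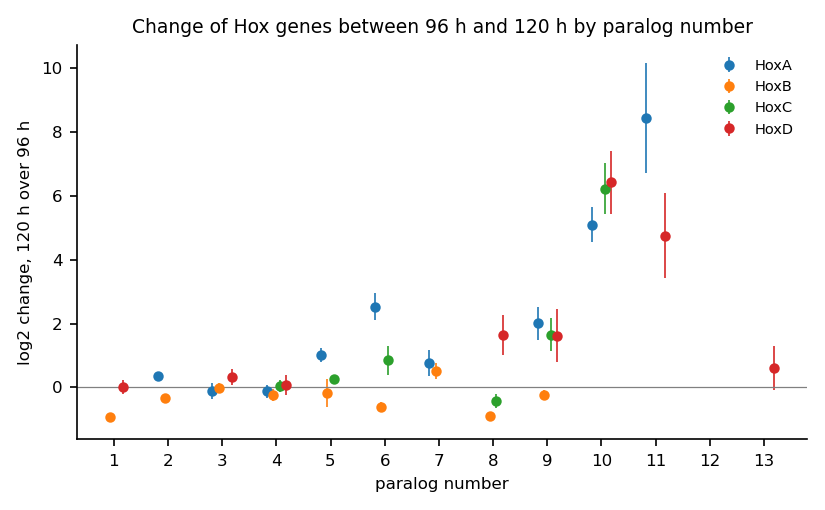
The log2 change of the Hox genes reported here between 96 h and 120 h in whole libraries against its paralog number, with bars of 1 SE and clusters shown by colour. The tested genes of paralog 10 and 11 lie above 4 on the log2 scale, and HoxB genes lie between -0.93 for Hoxb1 and 0.52 for Hoxb7.

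Neuromesodermal progenitors, which give rise to both spinal cord and paraxial mesoderm, were then compared between the times. Their clusters were different ones: NMPs A held most of them in replicate 1 at 96 h, NMPs B in replicate 2 at 96 h, and NMPs C at 120 h. Hoxd9 was at 24.3 CPM in NMPs A of replicate 1 and 2.41 in NMPs B of replicate 2 at 96 h, and at 112 and 91.2 CPM in NMPs C of replicates 1 and 2 at 120 h. Cdx1 was at 109 and 238 CPM in those 96 h clusters and at 27.0 and 21.2 CPM in NMPs C. Cdx2 was at 337 and 354 CPM at 96 h and 297 and 246 CPM at 120 h.

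Over all NMP cells of a library, 1 of 15584 genes passed the edgeR test, Nr2f2, a nuclear receptor. It was below the 50 CPM asked of genes named in NMP, and was chosen here after its values were seen. Nr2f2 is also among the interactions reported below. It rose from 0.938 ± 0.054 to 28.0 ± 3.49 CPM (log2 change 4.90 ± 0.21, edgeR adjusted p = 0.0177). With the replicate block 1122 genes passed, 569 higher and 553 lower, including Hoxa10 (6.02 ± 0.26), Hoxc10 (6.95 ± 0.30), Hoxd8 (2.47 ± 0.32), Hoxd9 (3.05 ± 0.52), Cdx1 (-2.73 ± 0.29), T (-1.41 ± 0.12) and Epcam (-2.57 ± 0.11), with edgeR adjusted p-values from 0.000315 for Hoxa10 to 0.0230 for Hoxd9. Hoxd3 (0.93 ± 0.18, edgeR adjusted p = 0.0323) and Hoxd4 (0.76 ± 0.16, edgeR adjusted p = 0.0422) rose with the block too. So did Hoxd10 (7.5 ± 0.37), Hoxd11 (6.14 ± 0.54) and Sox2 (0.75 ± 0.12), with edgeR adjusted p = 0.000418, 0.00294 and 0.0166. Hoxd1, Cdx2 and Cdx4 did not pass with the block. Without replicate 1 at 96 h 292 genes passed and without replicate 2 at 96 h 183, among them in both cases Hoxd9, with 5.10 and 1.90 (edgeR adjusted p = 0.00124 and 0.0149). In the same fits the log2 changes were 3.71 and 1.70 for Hoxd8, 7.63 and 5.53 for Hoxa10 and 9.58 and 6.22 for Hoxc10. They were -3.27 and -2.30 for Cdx1, -2.71 and -2.46 for Epcam and 10.74 and 6.85 for Hoxd10. The 10.74 has no measured size, because Hoxd10 was at 0 CPM in the only 96 h library of that fit. T passed without replicate 2 at 96 h (-1.71, edgeR adjusted p = 0.0108) but not without replicate 1 at 96 h. Without replicate 1 or replicate 2 at 120 h edgeR called 0 genes, with 993 and 1149 at an unadjusted p under 0.05, and Nr2f2 was then at an adjusted p of 0.209 and 0.116. DESeq2 was run only on all 4 libraries, where it called 446. Hoxc10 and Hoxa10 are the top 2 genes of NMPs C, and T is among the top 10 of NMPs A, so their changes may follow from the clustering. The NMP sums join clusters that do not share their leading genes, so these changes may be read only as those between the named clusters.

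Presomitic mesoderm, the tissue from which somites bud, was mainly early PSM at 96 h and late PSM at 120 h. Somite genes rose within it: Tcf15 from 18.7 ± 6.07 to 201 ± 52.7 CPM, Meox1 to 150 ± 26.1 (log2 change 2.99 ± 0.34) and Pax3 from 1.05 ± 0.125 to 20.8 ± 4.14 (4.33 ± 0.32). Hoxa9, a central Hox gene, rose from 2.78 ± 3.13 to 91.7 ± 1.71 CPM (4.62 ± 0.52), and Igfbp5 from 1.95 ± 0.196 to 54.0 ± 38.3 (4.73 ± 0.56). Phlda2 fell from 215 ± 7.73 CPM by a log2 change of -4.41 ± 0.32, Cdx1 from 183 ± 75.5 to 19.4 ± 7.64 (-3.12 ± 0.37) and Bex1, a small neurotrophin signalling adaptor, from 466 ± 67.7 to 144 ± 5.20 (-1.70 ± 0.18). T had a log2 change of -0.13 ± 0.18 (edgeR adjusted p = 0.912). Phlda2 is the top gene of early PSM, so its fall may follow from the clustering.

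Apart from T, the edgeR adjusted p of these genes lay between 0.0128 for Tcf15 and 0.0261 for Cdx1. The log2 change of Bex1 was no longer called without replicate 1 at 120 h. In PSM 52 of 12021 genes passed, 36 higher and 16 lower, and 828 with the block, 440 higher and 388 lower. Without normalization factors 46 were higher and 11 lower. The count was 545 without replicate 1 at 96 h, 283 without replicate 2 at 96 h, 23 without replicate 1 at 120 h and 131 without replicate 2 at 120 h. By list, 6 of 11 somite genes and both posterior Hox genes tested rose, with Hoxc10 at 0.033 ± 0.047 and 29.7 ± 25.2 CPM (edgeR adjusted p = 0.0163, and 0.145 without replicate 1 at 120 h). Hoxd8 (2.02 ± 0.19, edgeR adjusted p = 0.000382) and Hoxd9 (2.20 ± 0.24, edgeR adjusted p = 0.000688) passed with the block, and without it when replicate 1 at 96 h (3.08 and 3.31), replicate 2 at 96 h (1.59 and 1.69) or replicate 2 at 120 h (2.23 and 2.29) was left out.

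Within the 120 h pools, spinal cord was compared with the cells annotated as NMP, nearly all of them NMPs C. This cluster has 0 NMP markers and 1 spinal cord marker among its top 10 genes, so the contrast is one between annotated clusters and may not be one between progenitors and their progeny. All 3 Cdx genes were lower in spinal cord: Cdx1 by a log2 change of -1.09 ± 0.15, Cdx2 by -1.02 ± 0.12 and Cdx4 by -0.98 ± 0.10. Hoxd11 (-2.14 ± 0.36) and Hoxd10 (-1.85 ± 0.30) differed most, and Hoxd9 was at 109 ± 25.8 CPM in NMP and 57.5 ± 31.2 in spinal cord over 3 pools (-0.95 ± 0.13). Hoxa2 (0.38 ± 0.08), which acts in the hindbrain, was higher in spinal cord.

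Of 35 Hox and Cdx genes 16 were lower and 2 higher in spinal cord, and 20 differed when adjusted over the list alone, but 0 were called without the pool as a block and 14 with DESeq2. The 16 lower ones were 4 of 5 posterior, 4 of 15 central and 5 of 12 anterior Hox genes and the 3 Cdx genes. Without Hoxa9, Hoxa10 and Hoxc10, which are among the top 10 genes of NMPs C or Spinal cord A, 14 genes were lower and 2 higher. EdgeR adjusted p-values ran from 0.000163 for Cdx4 to 0.0106 for Hoxa2 among the genes named. Hoxd4 was lower by a log2 change of -0.23 ± 0.06 (edgeR adjusted p = 0.0213), but not without whole replicate 1 (edgeR adjusted p = 0.170) or with DESeq2 (adjusted p = 0.0864), where Hoxa2 was not called either (adjusted p = 0.0833).

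Most Hox and Cdx genes were lower in somite cells than in PSM cells of the same 120 h pools. Some stayed abundant, such as Hoxb4 at 182 ± 19.9 CPM in PSM and 73.0 ± 9.53 in somites. Hoxd9 in PSM was at 21.4 ± 15.3 CPM at 96 h and 105 ± 9.82 at 120 h, but Hoxd1 at 10.3 at both. The contrast cannot tell a fall during somite formation from an origin in earlier PSM. In the dissected pool, the anterior and posterior parts held 0 and 1327 PSM cells and 3638 and 69 somite cells. There the contrast is also one between libraries. Cdx4 (-5.10 ± 0.34), Cdx2 (-4.48 ± 0.37) and Hoxd9 (-4.77 ± 0.41) were far lower in somite cells, Hoxd9 being at 100 ± 9.95 CPM in PSM and 5.06 ± 5.61 in somites over 3 pools. Hoxd10 also passed (-4.55 ± 0.61), but it was at only 1.91 ± 2.49 CPM in PSM, with 4.73 CPM in replicate 1, 1.01 in the dissected pool and 0 in replicate 2, where somites had 0.134. Anterior genes were lower too, such as Hoxb1 (-3.55 ± 0.16) and Hoxd1 (-2.75 ± 0.25), while Hoxa5 was higher in somites (1.44 ± 0.11), as was Hoxb5 (0.61 ± 0.15).

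Of 33 genes 24 were lower and 3 higher in somites, 29 differed when adjusted over the list alone, and 17 were called without the pool as a block and 24 with DESeq2. EdgeR adjusted p-values of the genes named ran from 1.25e-12 for Hoxb1 to 0.00367 for Hoxb5. Hoxb5 was not called without the dissected pool (edgeR adjusted p = 0.0544) or with DESeq2 (adjusted p = 0.0509), and Hoxd3 was called without the dissected pool (-0.77, edgeR adjusted p = 2.91e-05) and, with all pools, when adjusted over the list alone (adjusted p = 0.0254, against 0.0612 over all genes).

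**Figure D3:**
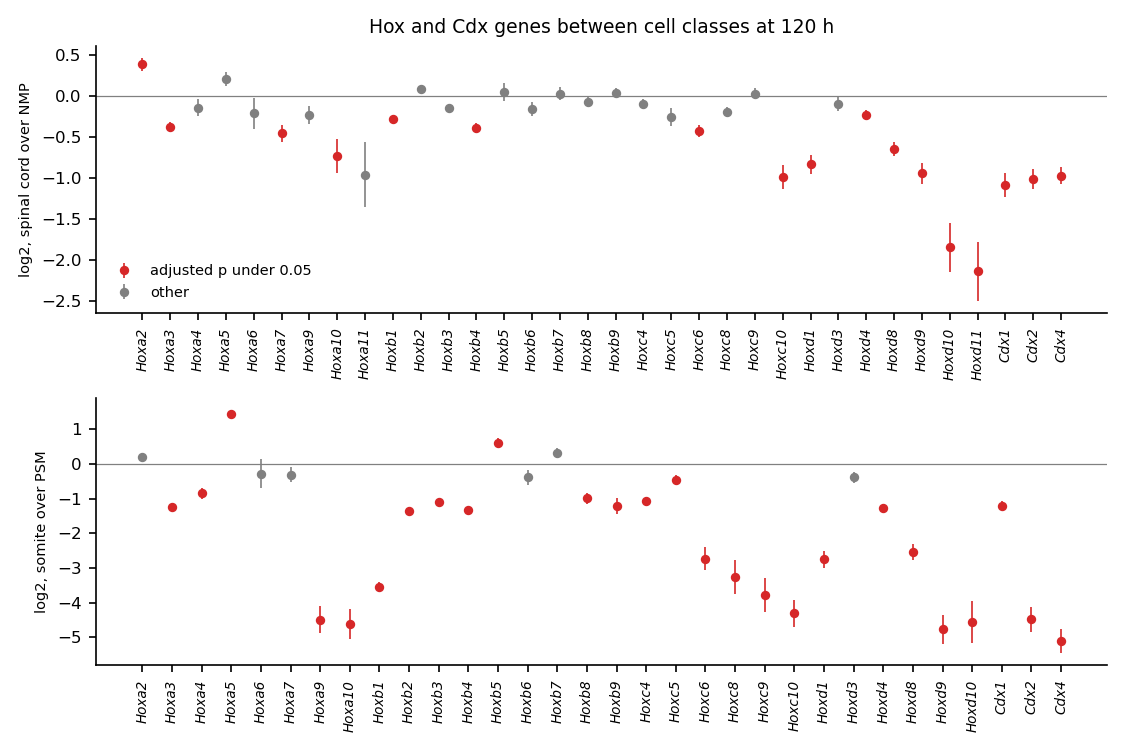
Log2 difference of the Hox and Cdx genes reported here at 120 h between spinal cord and NMP cells (top) and between somite and PSM cells (bottom), with bars of 1 SE over 3 pools. Genes past the edgeR threshold are red, and the Cdx genes stand at the right end of both panels.

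The study describes an overlap of Hoxd and Cdx positive cells over the map of all cells, mainly in NMP and early PSM cells. Co-detection was measured here within clusters, which leaves out overlap that comes from being in the same cluster. Ratios near 1 therefore do not speak against the overlap the study describes. Hoxd9 and Cdx2 were found together more often than independence gives in 4 of 4 whole libraries, with an odds ratio of 1.41 ± 0.364 (SD, n = 4), but in 3 of 4 when at least 2 UMIs of Cdx2 were asked for (1.15 ± 0.288, lowest 0.783). Set against 200 random genes of like detection, the ratios of 1.083 and 1.201 at 96 h lay inside the central 95% (percentiles 79.5 and 49.5), and only those of 1.463 and 1.903 at 120 h lay above it. The odds ratio was 1.12 ± 0.243 for Hoxd8 and Cdx2, 1.08 ± 0.218 for Hoxd9 and Cdx1 and 1.05 ± 0.304 for Hoxd8 and Cdx1. It was 1.10 ± 0.165 for Hoxd4 and Cdx1 and 1.02 ± 0.113 for Hoxd4 and Cdx2. Against random genes, Hoxd8 with Cdx2 lay above the central 95% in replicate 2 at 120 h alone (1.413, percentile 99.5). Its percentiles were 86.5 and 27.5 at 96 h and 83.5 in replicate 1 at 120 h. Hoxd10 and Cdx2, measured in the 2 libraries of 120 h, gave 1.61 ± 0.363, and Hoxd10 and Cdx1 1.04 ± 0.086. For Hoxd10 and Cdx2 the ratio was 4.07 in cells as deposited, 9.19 without clusters as strata and 1.24 with at least 2 UMIs of Cdx2. It rests on 208 and 30 cells with Hoxd10 in replicates 1 and 2, of which 176 and 26 held Cdx2, and against random genes it lay at percentiles 98.5 and 97.0, above the central 95% in replicate 1 alone. For Hoxd9 and Cdx2 the ratio was 1.90 ± 0.741 in cells as deposited and 3.08 ± 2.65 without clusters as strata. The mean over the 6 pairs seen at both times was 1.13 ± 0.124, and it was 1.04 with at least 2 UMIs of the Cdx gene, 1.37 in cells as deposited and 1.62 without clusters as strata. No p is given, because a sign test over 4 libraries could not reach 0.05.

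The make-up of stembryos differed between the times in the authors' annotation. NMP cells made up 65.6 ± 11.7% of cells at 96 h and 29.3 ± 4.84% at 120 h, and PSM cells 32.3 ± 13.3% and 7.06 ± 2.60%. Somite cells were at 0.05 ± 0.04% and 31.7 ± 4.27%, spinal cord at 0.84 ± 0.90% and 21.3 ± 14.8%, and the determination front, where somites are laid down, at 0.27 ± 0.39% and 10.2 ± 3.48%. Endoderm was at 0.23 ± 0.26% and 0.14 ± 0.17%, and pluripotent cells at 0.77 ± 0.78% and 0.29 ± 0.27%. With 2 libraries against 2, the exact two-sided permutation p of each of the first 5 classes was 0.333, the smallest it can give, and that of endoderm and of pluripotent cells was 0.667. The authors' UMI limits act on each library and may set part of these shares. So may the use of elongated stembryos only at 120 h.

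**Figure D4:**
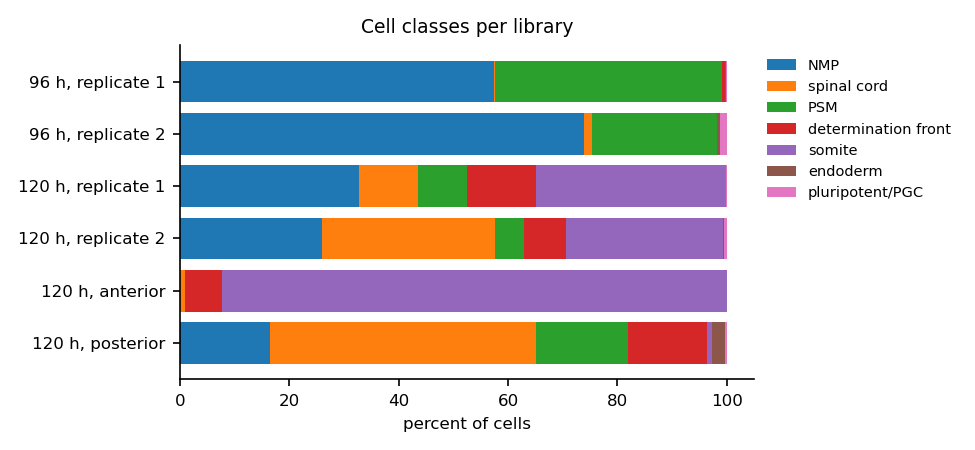
Percent of cells in each annotated class per library. NMP and PSM cells fill most of both 96 h libraries, somite cells make up 92.2% of the anterior part, and the posterior part holds the NMP and PSM cells of the dissected pool.

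The 2 parts of the dissected pool show where these cells lie along the axis. Somite cells made up 92.2% (95% interval 91.4 to 93.1%) of the anterior part and 0.875% (0.681 to 1.11%) of the posterior part. Spinal cord cells made up 0.938% (0.661 to 1.29%) of the anterior and 48.7% (47.6 to 49.8%) of the posterior part. NMP cells were 16.5% (15.7 to 17.3%) and PSM cells 16.8% (16.0 to 17.7%) of the posterior part. There were 0 of 3944 cells of either class in the anterior part, which allows a share of up to 0.076%.

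Genes differed between the 2 parts as well, and most of these differences shrank with class shares set equal, a setting that keeps only spinal cord, determination front and somite cells and leaves out 36.0% of posterior cells. Cdx2 was at 2.38 CPM in the anterior and 279 CPM in the posterior part, a log2 ratio of 6.87, and Hoxd9 at 0.646 and 81.7 CPM. Hoxc9 (6.32), Hoxc8 (5.68), Hoxc6 (4.96), Hes7 (5.93), Sox2 (3.18 against 144 CPM), the glucose transporter Slc2a3 (5.87) and the ephrin receptor Epha5 (6.33) were also higher in the posterior part. Hoxc10 had 0 UMIs in the anterior part and 6259 in the posterior part, so its level was at least 970-fold higher there, a log2 ratio of at least 9.92. With equal class shares the log2 ratio was at least 3.27 for Hoxc10, 1.75 for Epha5, 3.58 for Cdx2, 3.17 for Hes7, 1.83 for Slc2a3, 1.82 for Hoxc6, 0.88 for Hoxc8, 0.71 for Hoxc9 and 0.05 for Sox2. For Hoxd9, which had 0 UMIs in the 37 anterior spinal cord cells, it was at least 3.504 with a floor of 3 counts for that class, and 5.70 without this floor. Toward the anterior part, Cxcl12 was at 392 against 13.1 CPM (-4.90) and the neurturin gene Nrtn at 340 against 22.2 (-3.94). Uncx was at 106 against 9.29 (-3.51), Igfbp5 at 787 against 73.4 (-3.42) and Pax3 at 167 against 20.9. Col26a1 (-3.62), Fxyd6 (-3.03) and Phlda1 (-2.98) were also higher there. With equal class shares the ratio was -2.63 for Cxcl12, -2.57 for Igfbp5, -2.39 for Nrtn, -0.80 for Pax3 and -0.52 for Uncx.

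Of 3185 genes with at least 50 CPM, 45 were at least 4-fold higher in the posterior part and 40 in the anterior part, 85 in all. There were 8 when class shares were set equal, and 77 when the same 3 classes were kept at their own shares, a setting added after the data had been seen. The Cdx and growth zone list had a median log2 ratio of 5.45 toward the posterior part, central Hox genes 2.14, anterior Hox genes 0.93, presomitic mesoderm genes 3.73, neural tube genes 3.82, Wnt targets 1.49 and FGF targets 1.96, each at percentile 100 of random lists, and somite genes had -2.19 at percentile 0. Lists of handling and RNA quality differed between the same parts, with dissociation stress genes at 0.51 (percentile 99.9), p53 genes at 0.95 (percentile 100), mitochondrial transcripts at -0.26 (percentile 0.65) and G2 and M phase genes at -0.20 (percentile 0.07). The median of neural tube genes turned to -0.71 with class shares set equal, or -0.38 with the floor. These values rest on 37 spinal cord cells in the anterior and 69 somite cells in the posterior part. The anterior spinal cord cells had a median of 9300 UMIs and a mitochondrial share of 4.645%. Posterior spinal cord cells had 14073.5 UMIs and 1.792%. The difference lay in the 21 anterior cells of Spinal cord A, with 6622 UMIs and 5.865% against 13867 and 1.798%. The 16 anterior cells of Spinal cord B had 16906 UMIs and 1.976%, against 14601 and 1.772%. There is 1 library per part, so these values carry no replicate check.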

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

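The predictions behind the explanations weighed here were written ahead of their tests except that for the depth of single cells, which was added after the results were seen, as were the count of Hox genes below, the value used for the batch test and the demand that it pass at every minimum.

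The change from 96 h to 120 h differed between NMP and PSM cells in 231 of 14842 genes by a test of the difference itself (edgeR interaction), which is what singled these results out. The difference of PSM change minus NMP change was positive in 142 of them and negative in 89. No gene passed without the library as a block, with 379 at an unadjusted p under 0.05 in edgeR, while DESeq2 with the block called 113. Without replicate 1 at 120 h edgeR called 44, without replicate 1 and replicate 2 at 96 h 385 and 417. Because NMP cells at 96 h lie in different clusters per replicate, the NMP side of each difference compares different clusters.

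The difference of PSM change minus NMP change was positive for Fst, an inhibitor of activin, with 3.88 ± 0.74 on the log2 scale (edgeR adjusted p = 0.00698), Igfbp5 with 2.91 ± 0.20 (8.23e-08) and Hoxa9 with 2.64 ± 0.17 (4.61e-08). Fst was at 59.5 CPM at 96 h and 1.82 at 120 h in NMP and at 36.3 and 34.7 in PSM, so its difference came from the NMP side, and it was not called without replicate 1 or replicate 2 at 120 h (edgeR adjusted p = 0.507 and 0.0641). The difference was negative for Sema3a, a guidance cue, with -3.18 ± 0.26 (edgeR adjusted p = 1.08e-06), Nr2f2 with -2.85 ± 0.28 (9.21e-06), Aldh1a2, which makes retinoic acid, with -2.83 ± 0.43 (0.000817) and Phlda2 with -2.10 ± 0.22 (1.92e-05). Aldh1a2 and Phlda2 were not called without replicate 1 at 120 h (-0.57, edgeR adjusted p = 0.801, and -1.71, edgeR adjusted p = 0.0773), and Phlda2 is the top gene of early PSM. Of 32 Hox genes tested, 5 passed the interaction test with a positive difference and 2 with a negative one.

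The 96 h replicates fell in different NMP clusters, with 2765 cells of replicate 1 in NMPs A and 1632 of replicate 2 in NMPs B. The depth of single cells was argued against, since among NMP cells with 8639 to 20880 UMIs, matched in bins of depth, 1.80% of replicate 1 and 86.2% of replicate 2 were in NMPs B, a difference of 84.4 points, while thinning of the library sums left 0.984 or more of the Hoxd9 and Cdx1 log2 differences but decides nothing, because thinning keeps the expected ratio. A batch or 10x chemistry shared with 120 h and different developmental progress cannot be told apart: the median ratio of the 120 h to the 96 h replicate difference was 0.501 over 655 genes in NMP sums, on the bound of 0.5, and 0.489, 0.487, 0.497 and 0.554 with minima of 5, 10, 20 and 50 CPM, where the 20 CPM value had been computed first, against 0.598, 0.575, 0.627, 0.636 and 0.678 in whole libraries with the same minima. For developmental progress, the replicate difference at 96 h correlated with the change to 120 h at r = -0.264, between the bounds of -0.1 and -0.3. Both stay open.

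The ratio of spinal cord to NMPs C cells at 120 h was 0.334 in replicate 1, 1.31 in replicate 2 and 3.10 in the dissected pool. Loss of cells to the quality limits stays open, because the stricter limit moved the ratio by at most 1.07 times but cells the authors had removed were not analysed here. Cluster borders that differ between batches stay open too and may account for part of it, as the log2 ratio of spinal cord to growth zone markers differed by only -0.007 between the dissected pool and replicate 1. Replicate 2 differed from both in this marker ratio, with 0.20 against -1.90 and -1.91. Of the fixed spinal cord markers, 4 were among the top 10 genes of Spinal cord B and 1 among those of Spinal cord A. The posterior part of the dissected pool held 2897 cells of Spinal cord A and 943 of Spinal cord B, against 241 and 287 in replicate 1. The marker ratio may therefore miss cells of Spinal cord A, and its likeness between these pools is weak evidence on cluster borders. No biological explanation was tested.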

How the results depend on the processing

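The block with DESeq2, the fit of NMPs A against NMPs C and the parts with 3 classes kept or a floor in each class were chosen after the data had been seen.

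Called genes in whole libraries numbered 1199 without the low-count filter, 1165 with DESeq2 (626 higher, 539 lower), 3088 with the replicate block, 1872 with block and DESeq2, 514 with the dissected pool as a further sample, and 100 to 399 with 1 library left out. The NMP counts were 1010, 446, 1122, 701, 22 and 0 to 292, with 7 after thinning, 105 for NMPs A against NMPs C and 2332 for that pair with the block. The PSM counts were 528, 169, 828, 341, 184 and 23 to 545. The interaction gave 414 without the filter, 113 with DESeq2, 0 without the library block and 44 to 417 with 1 library left out. Without the pool block, 0 Hox and Cdx genes differed in spinal cord and 17 in somites. No list was called with the estimated correlation (0) or with fry (0, smallest adjusted p 0.0894). Fits with a library left out hold 1 sample at a time, assumed to vary like the others. The cause was not tested.

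The paralog r was 0.182 in HoxB, 0.690 in HoxC and 0.556 in HoxD alone. The co-detection ratio was 1.37 in cells as deposited, 1.62 without clusters, 1.04 with at least 2 UMIs of the Cdx gene and 1.09 at lower depth. Between parts, 8 genes were left with equal class shares in the 3 classes kept, 77 with these at their own shares, 193 at 20 CPM and 41 at 100 CPM, and the anterior somite share was 93.2% under the stricter limit.

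Signs turned for Hoxd1 in whole libraries to -0.003 with block and DESeq2, -0.131 thinned, -0.009 under the stricter limit and -0.232 to 0.225 with 1 library left out, and in PSM to -0.254 thinned and -0.413 to 0.342. Other turns were Hoxd4 in whole libraries (-0.311 to 0.615) and PSM (-0.098 to 0.272), Cdx4 in whole libraries (-0.452 to 0.185), Hoxd3 in PSM without factors (0.024) and thinned (0.137), T in PSM (-0.296 to 0.035), Hoxb9 in spinal cord (-0.020 to 0.107, and -0.009 under the stricter limit), Hoxa7 in somites (-0.780 to 0.378), and between parts with equal class shares Cyp26a1 (-0.17), Fst (0.21), Apela (-0.43), 9 named genes that were less than 4-fold apart, such as Ifitm3 (1.57 to -0.63), and the neural tube list (-0.71, and -0.38 with the floor). The cause was not tested. Of gene values with 1 library left out 421 kept direction and call, 56 gained and 31 lost the call, and under other settings 902, 213 and 53. The block changed the calls of 2 lists, central Hox and dissociation stress. Depth limits replicate 2, with a median of 8723 UMIs per cell at 96 h.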

Other observations

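All tests of gene lists in this part were planned, and only the choice of genes named beside them followed their adjusted p. With the block or with a library left out, lists were tested at the preset correlation only.

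Retinoic acid patterns the trunk through nuclear receptors, and 2 of 14 genes of its pathway fell in whole libraries, with 5 falling and 1 rising both with the block and when adjusted over the list alone (camera adjusted p = 0.358, and 0.049 without replicate 2 at 120 h). Rarg, a retinoic acid receptor, was at 46.0 ± 0.031 CPM at 96 h and 23.1 ± 0.934 at 120 h (log2 change -0.99 ± 0.11, edgeR adjusted p = 0.0416), but was not called when any 1 library was left out, with edgeR adjusted p from 0.0534 to 0.176. Of 15 Notch and clock genes 1 fell, Hes7, and 6 rose and 3 fell with the block, or 3 and 2 when adjusted over the list alone (camera adjusted p = 0.519, and 0.015 without replicate 1 at 96 h). Of 19 TGF-beta genes none passed, 2 rose and 3 fell with the block, and 2 rose when adjusted over the list alone (camera adjusted p = 0.696). Of 21 Polycomb genes none passed, 3 rose and 2 fell with the block, and 1 rose when adjusted over the list alone (camera adjusted p = 0.531). Bmi1, a Polycomb gene, had a log2 change of 1.47 ± 0.12 with the block and passed there (edgeR adjusted p = 0.000371). Glycolysis genes, of which 17 of 18 had negative log2 changes, were lower as a list (camera adjusted p = 0.0316, and adjusted p = 0.684 with an estimated correlation) but not without replicate 2 at 96 h (0.128) or replicate 1 at 120 h (0.400). None of the glycolysis genes passed edgeR by itself, and 5 fell with the block. None of 14 hypoxia genes passed, 4 rose and 3 fell with the block, and 3 rose and 3 fell when adjusted over the list alone (camera adjusted p = 0.830). None of 16 S phase genes passed, with 1 rising and 2 falling with the block (camera adjusted p = 0.696), and none of 16 G2 and M phase genes, with 2 rising with the block (0.519). Dissociation stress genes had a camera adjusted p of 0.0690, and 0.684 with an estimated correlation, against 0.0448 with the block and 0.018 without replicate 2 at 96 h at the preset correlation, mitochondrial transcripts 0.988 and p53 genes 0.181, with no member of these 3 lists past edgeR and 1 rise each with the block, beside 6 falls for stress and 3 for p53 genes.

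Of 19 pluripotency and germ cell genes 1 fell, also when adjusted over the list alone, and 10 fell and 1 rose with the block (camera adjusted p = 0.00639, and adjusted p = 0.684 with an estimated correlation), and the list was not called without replicate 1 at 120 h (0.690). Pou5f1, a core pluripotency factor, was at 30.6 ± 29.3 and 4.09 ± 1.28 CPM and passed with the block (edgeR adjusted p = 0.00350) and without replicate 1 at 96 h (0.00799). None of 10 primed epiblast genes passed, and with the block 3 rose and 5 fell, or 2 and 4 when adjusted over the list alone (camera adjusted p = 0.556, and 0.016 without replicate 1 at 96 h). Among markers of other tissues, 0 of 7 endothelium genes passed and 1 fell with the block (camera adjusted p = 0.689), 0 of 3 blood genes passed and 1 rose with the block (0.258), 0 of 9 heart genes passed and 1 rose and 1 fell with the block (0.503), and 0 of 7 trophoblast genes passed and 2 rose and 1 fell with the block (0.696). Of 6 neural crest genes Ets1, an ETS factor, rose by 3.84 ± 0.40, and 1 gene fell with the block (camera adjusted p = 0.745), and of 6 notochord genes T fell (camera adjusted p = 0.107, with 0.019 without replicate 1 at 96 h and 0.049 without replicate 2 at 120 h). Intermediate and lateral mesoderm genes had a median log2 change of -0.74 but a mean of 0.02, with 2 rises and 2 falls with the block and the test pointing down (camera adjusted p = 0.205, and 0.033 without replicate 2 at 96 h).

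Hoxd9 and Cdx1 were compared for co-detection with 200 random genes of like abundance. General co-detection of any genes of like abundance within a cluster may account for the Hoxd9 and Cdx1 ratio, which lay inside the central 95% of these genes in 4 of 4 whole libraries. Hoxd9 with Cdx2 lay at percentile 100 in both 120 h libraries and at 79.5 and 49.5 at 96 h. No biological explanation was tested.

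For the class contrasts, the 6 sums make 10 splits, too few for a share under 0.05. In spinal cord against NMP 1 split, the real one, gave 18 genes and the highest other gave 0. In somite against PSM 1 split, the real one, gave 27 and the highest other 0.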
